A study of Homo sapiens with 12 samples.

How the data were processed

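The series holds CUT&Tag libraries of HepG2/C3A cells, a human cell line. CUT&Tag directs a transposase to chromatin through an antibody and sequences the fragments it releases. The antibodies recognised histone H3 trimethylated at lysine 27 (H3K27me3), a mark of repressed chromatin, and succinylated lysine on any protein (pan-succinyllysine, Ksu). Per the labels and the deposited design text, cells received 10 mM sodium succinate or served as control for 48 hours, and the design text alone calls the control a vehicle. Of the 12 samples listed, 8 had files that were analysed here, with 2 biological replicates for each combination of antibody and treatment. The files of the 4 IgG samples were not used here, so no value was set against an antibody background.

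Each library came as a peak list. The deposited lists carry the name of the SEACR peak caller and its stringent mode in their file names, and each list belongs to a single library, so peaks were not called on pooled replicates. SEACR joins stretches of covered bases into blocks and keeps the blocks whose total signal passes a threshold. For each peak the authors' lists give the coordinates (sequence, start and end), the total signal, the highest signal and the place of that highest signal. The aligner, the genome build, the scaling of the signal, the use of a control track and the threshold are not stated in the labels or the lists. Sequence names outside the chromosomes, such as GL000205.2, are those of the human assembly GRCh38.

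The unit of the deposited signal was examined in the values themselves. In every library, 100% of the highest-signal values were whole multiples of a single step, within 0.02 of a whole number. The step ranged 32.2-fold between the H3K27me3 libraries and 1.81-fold between the Ksu libraries. The signal was therefore scaled differently from library to library, and signal heights were compared only within a library or in steps. The number of reads per library is unknown from peak lists, so no counting intervals are given. The lowest total signal of any peak in a library, in steps, is called its floor.

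Peaks on the 24 chromosomes (1 to 22, X and Y) were used for all comparisons. The length of each chromosome was taken as the last end of any peak or gene, 3056 Mb in all. For each library the number of peaks, the covered length, the median peak width and the share of covered bases in gene bodies were computed. Treatments were compared by the difference of mean log2 values, with an exact two-sided permutation test over the 6 arrangements of 4 libraries. The smallest p that this test can give is 0.333, so no difference could pass 0.05. The difference between antibodies was tested over 36 arrangements, where the smallest p is 0.0556. Differences are therefore described against the pooled SD of the replicates and by whether the libraries of the treatments overlapped.

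Overlap between libraries was measured by the Jaccard index, the bases shared by both peak sets divided by the bases covered by either. It was set against the mean of 20 circular shifts of the peaks along each chromosome by at least 5 Mb. Peaks of the 4 libraries of an antibody were merged into regions, and a library was counted as present in a region when a peak overlapped it by 1 bp or more. Regions present in both libraries of a treatment and in neither library of the other were counted beside the other patterns of 2 libraries, which show what chance and library quality give. The cover of H3K27me3 peaks by Ksu peaks was the share of H3K27me3 peak bases under Ksu peaks in libraries with the same treatment and replicate number. It was divided by the mean share after 100 shifts of 5 Mb or more.

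Gene names and extents came from a RefSeq table of assembly GRCh38.p14 with 20033 protein-coding genes on the chromosomes. The table has no strand, so gene starts are unknown and 6 results on promoters that had been planned were not run. Gene bodies took their place, a choice made after the data were examined, and cover 41.3% of the chromosomes. All coordinates printed are those of the peaks, counted from 1. The regions named are the 3 longest present only in succinate and the 3 longest present only in control for each antibody, with the protein-coding genes they overlap. Panels of 39 HOX genes, 10 housekeeping genes and 12 liver genes were fixed in the same rule. Values are given for each panel as a whole, and results for its single genes are not reported here.

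The tests, the named regions and panels, and the main alternatives were chosen before the data were examined. These alternatives were the 50% of peaks with the highest total signal, equal numbers of peaks per antibody, peaks of at least 500 bp, peaks merged within 1 kb, all sequences, presence at 50% cover, other expectations for the Ksu cover, each replicate left out, and the replicate number as a block. Alternatives added later were a common floor for the libraries of an antibody, shorter shifts, removal of empty windows, and all alternatives for gene bodies. What the shorter shifts can detect was checked for gene bodies only. The common floor is the highest floor among the 4 libraries.

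The scripts were tested on simulated peaks. Of 6800 regions simulated for each antibody, 400 placed only in succinate, 200 placed only in control and 3000 placed in all 4 libraries were counted exactly. For the Ksu cover, a simulated log2 ratio of 1.14 over 6000 peaks was recovered as 1.15. The simulated regions could not touch and the simulated Ksu background was uniform. These checks therefore bear on the computation and not on uneven peak density along the genome. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.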

Results

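Peak lists of 8 CUT&Tag libraries described where H3K27me3 and lysine succinylation lay in HepG2/C3A cells given sodium succinate or vehicle. Each of the 4 combinations of antibody and treatment had 2 libraries. The H3K27me3 lists held 40495 peaks in all and the Ksu lists held 1384978. Read depth is unknown for these lists, and the lowest total signal that a listed peak had differed widely between libraries. In steps of the signal it was 51892 and 211123 in the control H3K27me3 libraries and 132374 and 330250 in the succinate ones. For Ksu it was 8977 and 76.0 in control and 4247 and 49.0 in succinate, a 183-fold range.

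**Figure D1:**
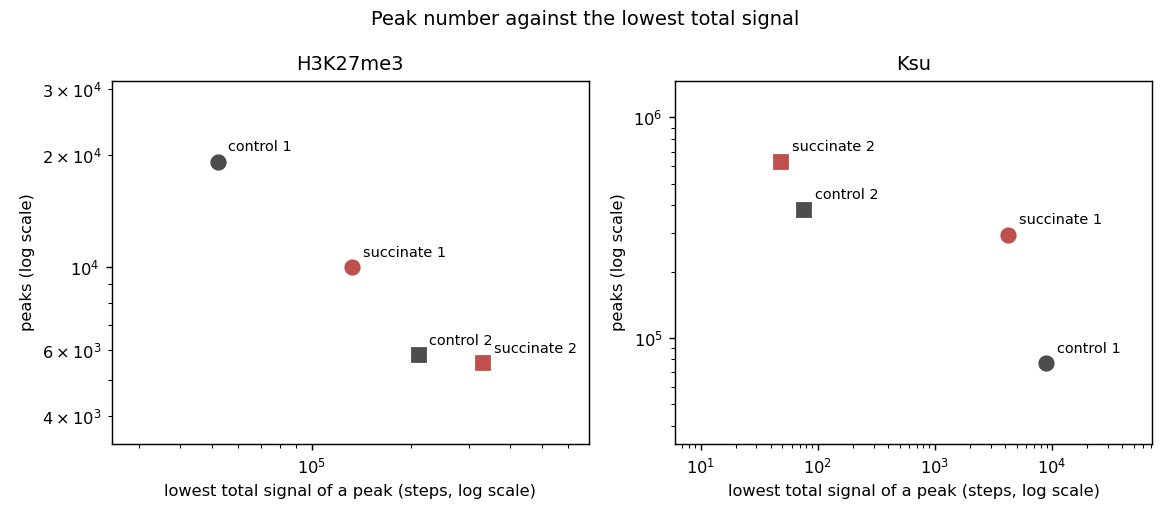
Number of peaks (vertical, log scale) against the lowest total signal of any peak in the library in steps (horizontal, log scale), one point per library, with circles for replicate 1 and squares for replicate 2. For each antibody the library with the lowest floor had the most peaks, 19133 for H3K27me3 and 629903 for Ksu.

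The first question was whether succinate changed the extent of H3K27me3. Control libraries had 19133 and 5813 peaks (mean 12473 ± 9419, SD, n = 2) and succinate libraries 9985 and 5531 (7758 ± 3149, SD, n = 2). The log2 difference was -0.50, below the pooled SD of 0.96 (exact permutation p = 0.667). At a common floor control libraries held 3514 and 3581 peaks and succinate libraries 4672 and 5531, without overlap. There the log2 difference changed direction to 0.52, with a pooled SD of 0.12 (exact permutation p = 0.333). Leaving out control replicate 1 also changed its direction, to 0.35. The common floor was not corrected for read depth, so a library with more steps per base can keep more peaks at it. In regions shared by all 4 libraries at equal numbers, steps per base were 27.8 and 30.9 in control, 42.0 and 54.7 in succinate. Peaks covered 158 Mb ± 58.1 (SD, n = 2) in control and 156 Mb ± 23.7 (SD, n = 2) in succinate, a log2 difference of 0.03 against a pooled SD of 0.41 (exact permutation p = 1). With 5531 peaks taken from each library, which makes the numbers equal, the control libraries covered 118 and 114 Mb and the succinate libraries 136 and 140 Mb, so that the treatments no longer overlapped. That log2 difference was 0.25 with a pooled SD of 0.03 (exact permutation p = 0.333, the smallest possible). At a common floor the difference in covered length was 0.51 with a pooled SD of 0.07. Control libraries then covered 93.5 and 93.4 Mb and succinate libraries 127 and 140 Mb, again without overlap (exact permutation p = 0.333). With all peaks but without control replicate 2 the covered length was lower in succinate, at -0.36. Median peak width was 6767 and 14406 bp in control and 11488 and 17454 bp in succinate. The log2 difference of 0.52 was below the pooled SD of 0.62 (exact permutation p = 0.667), and became -0.12 at a common floor and -0.025 without control replicate 1. It was 0.19 when the numbers of peaks were equal, with 16255 and 14875 bp in control and 17985 and 17454 bp in succinate, which did not overlap (exact permutation p = 0.333).

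**Figure D2:**
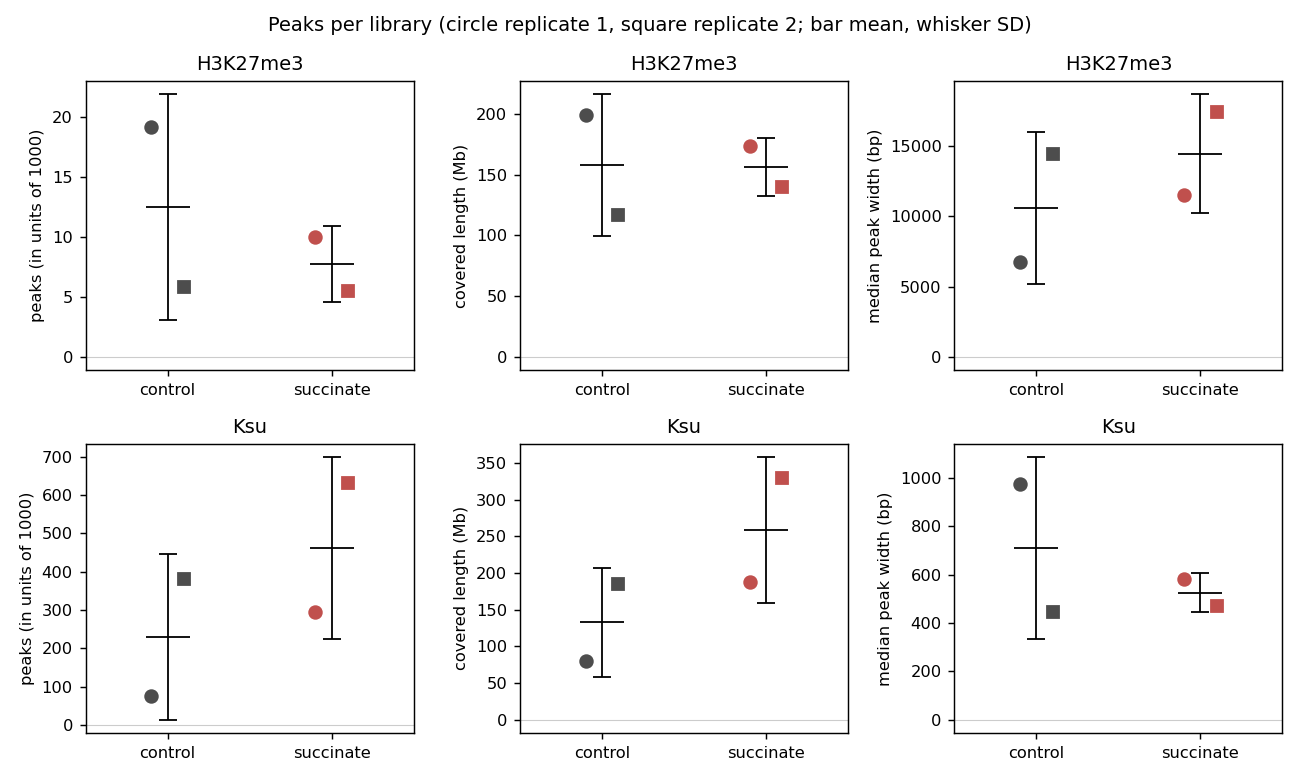
Peaks (in units of 1000), covered length (Mb) and median peak width (bp) of each library by treatment, with circles for replicate 1, squares for replicate 2, the horizontal bar for the mean and the whisker for the SD of 2 libraries. Only the Ksu covered length kept the treatments apart, with 80.4 and 185 Mb in control and 188 and 329 Mb in succinate.

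The overlap of H3K27me3 peaks between libraries was measured next. The Jaccard index ranged from 0.508 to 0.659 over the 6 pairs, 15.7 to 23.2 times the value after shifts. Pairs within a treatment averaged 0.583, and the mean within treatments minus the mean between treatments was -0.024. Grouping the libraries by replicate number gave 0.077. At equal numbers of peaks the treatment division gave 0.048 and the replicate division -0.014. Of the peaks of control replicate 2, 99.9% overlapped a peak of control replicate 1, and of the peaks of control replicate 1, 34.9% overlapped a peak of control replicate 2.

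Merging the 4 lists gave 16111 H3K27me3 regions, of which 4169 were present in every library and 7110 only in control replicate 1. There were 19 regions present only in succinate and 100 present only in control. The other patterns of 2 libraries held 2873, 0, 38 and 2 regions, and the largest of them joined control replicate 1 with succinate replicate 1. When the numbers were equal, 438 regions were present only in succinate and 145 only in control, against 41 to 114 for the other patterns. Without control replicate 1, the count present only in succinate was 937.

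**Figure D3:**
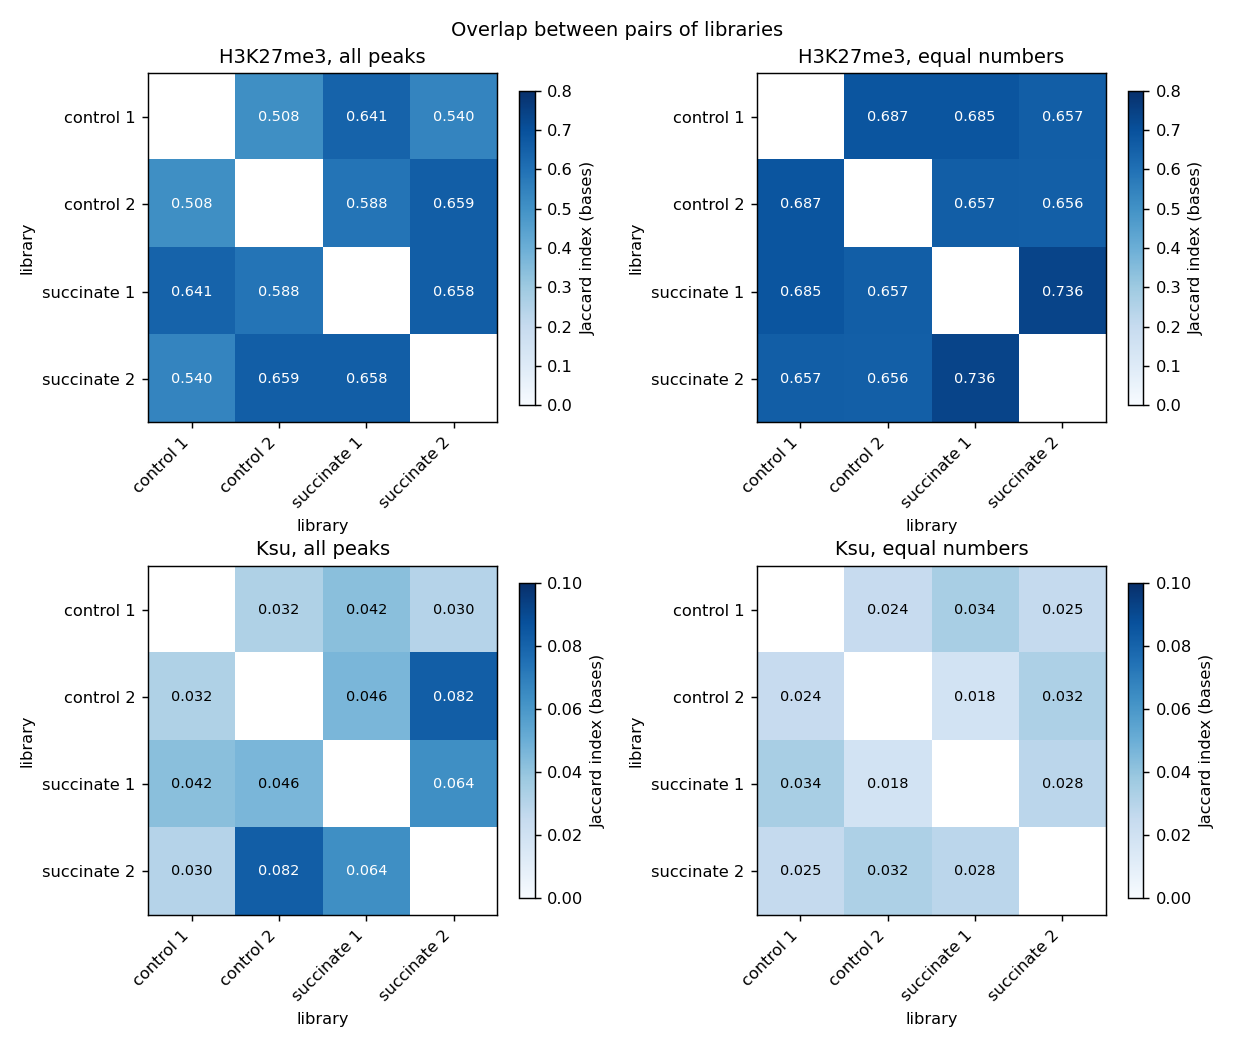
Jaccard index over bases for each pair of libraries, for all peaks and for equal numbers of peaks, with a colour scale for each antibody. H3K27me3 pairs lay between 0.508 and 0.736, and Ksu pairs between 0.018 and 0.082.

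The same measurements were made for Ksu. Control libraries had 76702 and 382019 peaks (mean 229361 ± 215892, SD, n = 2) and succinate libraries 294568 and 629903 (462236 ± 237118, SD, n = 2). The log2 difference of 1.33 was close to the pooled SD of 1.28 (exact permutation p = 0.667), and was 0.17 without control replicate 1. Between libraries of the same replicate number the difference was 1.94 for replicate 1 and 0.72 for replicate 2. Peaks covered 80.4 and 185 Mb in control and 188 and 329 Mb in succinate, a log2 difference of 1.03 against a pooled SD of 0.72 (exact permutation p = 0.333). The treatments did not overlap, although control replicate 2 and succinate replicate 1 lay close together. With 76702 peaks taken from each library the log2 difference was 0.025, and the control libraries covered 80.4 and 56.5 Mb against 67.4 and 69.7 Mb in succinate. Without control replicate 1 the difference for all peaks was 0.43. Median width was 977 and 444 bp in control and 582 and 469 bp in succinate, a log2 difference of -0.33 against a pooled SD of 0.59 (exact permutation p = 1). It was 0.029 at equal numbers and 0.23 without control replicate 1.

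Ksu peaks of different libraries shared few bases. The Jaccard index ranged from 0.030 to 0.082, which was 1.27 to 1.95 times the value after shifts. The mean within treatments minus the mean between treatments was -0.0023, and the division by replicate number gave 0.019. Of 1044651 merged regions, 5705 were present in every library. There were 56305 present only in succinate and 6572 only in control, while 88732 were present only in the libraries of replicate 2. The counts at equal numbers were 5169 for succinate and 4808 for control, within the range of 3275 to 6544 of the other patterns.

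**Figure D4:**
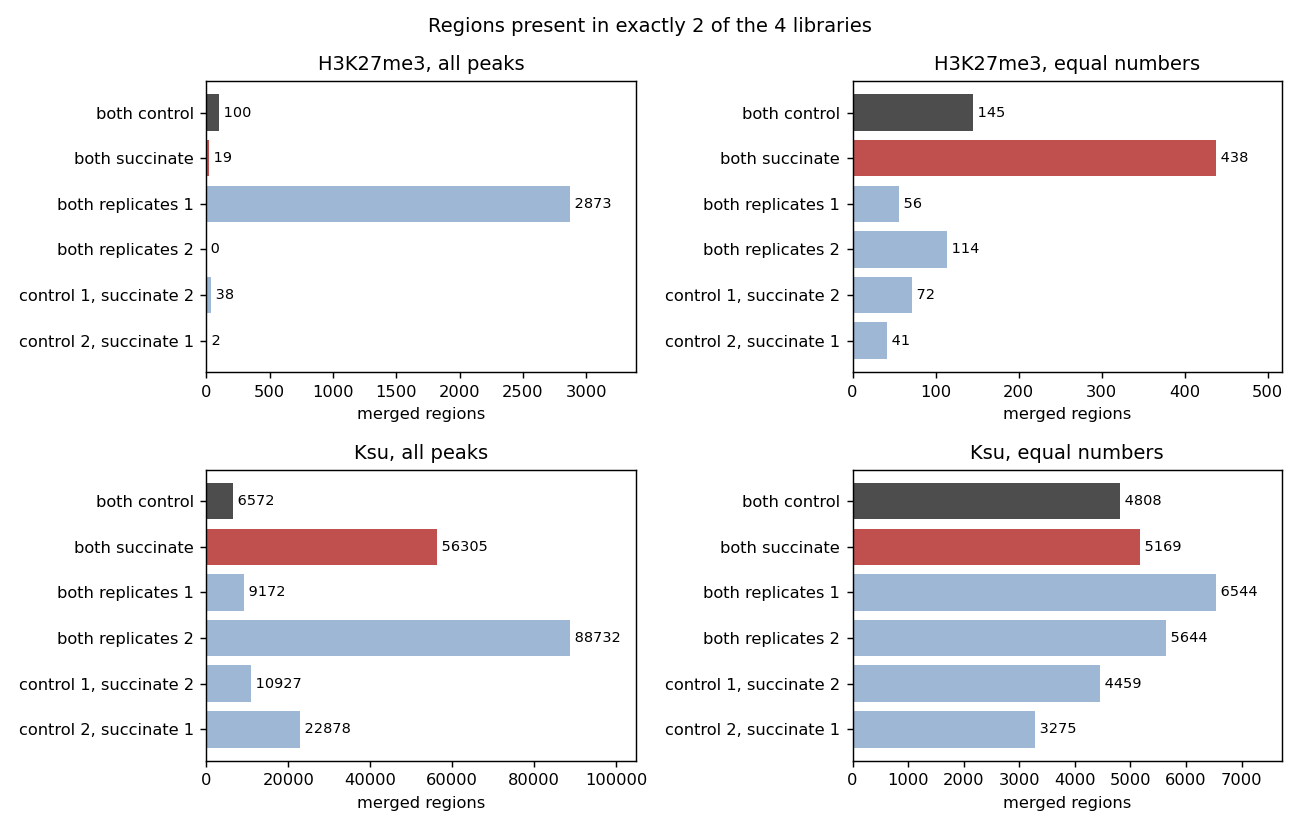
Merged regions present in exactly 2 of the 4 libraries, for all peaks and for equal numbers of peaks, with grey bars for both control libraries, red bars for both succinate libraries and blue bars for pairs that mix treatments. With all peaks the longest bars joined libraries of the same replicate number, with 2873 H3K27me3 and 88732 Ksu regions.

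The effect of succinate on covered length was 1.00 larger on the log2 scale for Ksu than for H3K27me3 (exact permutation p = 0.389). It was -0.23 at equal numbers of peaks and 0.014 without the control replicate 1 libraries, so no difference between the antibodies was established.

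Position relative to genes was compared next. Ksu peaks had 38.9% and 38.4% of their bases in gene bodies in control and 45.1% and 46.5% in succinate, where gene bodies took up 41.3% of the chromosomes. The log2 difference was 0.25 against a pooled SD of 0.02 (exact permutation p = 0.333). It was 0.30 at equal numbers of peaks and ranged from 0.22 to 0.27 when each replicate was left out. Against shifts of 50 kb to 200 kb it was 0.017, although such shifts left 38.8% to 51.5% of the peaks in gene bodies within the same gene body. For H3K27me3 the shares were 44.9% and 49.6% in control and 45.9% and 47.9% in succinate, a log2 difference of -0.0081 against a pooled SD of 0.08 (exact permutation p = 1). That difference was 0.064 without control replicate 2. It was -0.051 at equal numbers of peaks, with 49.4% and 49.8% in control and 47.9% in both succinate libraries, so that the treatments did not overlap (exact permutation p = 0.333), and -0.088 at a common floor. Gene bodies overlapped only in succinate numbered 1528 for Ksu and 56 for H3K27me3, and those overlapped only in control 20 and 29. For Ksu, 1399 gene bodies were overlapped only in the libraries of replicate 2, and for H3K27me3, 587 only in those of replicate 1.

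The overlap of the marks was measured as the share of H3K27me3 peak bases under Ksu peaks. It was 4.26% and 6.79% in control and 12.6% and 16.3% in succinate, where shifts of 5 Mb or more gave 3.19%, 6.28%, 7.21% and 11.6%. The log2 ratios of observed to shifted were 0.42 and 0.11 in control and 0.80 and 0.50 in succinate. Their difference was 0.38 against a pooled SD of 0.22 (exact permutation p = 0.333), with no overlap between treatments. With the Ksu share of the chromosomes as the expectation the treatments overlapped, at 0.70 and 0.16 in control and 1.03 and 0.60 in succinate. That difference was 0.38 against a pooled SD of 0.34 (exact permutation p = 0.667). Against shifts of 0.5 Mb to 2 Mb the difference was 0.0072, with ratios of 0.50 and 0.29 in control and 0.51 and 0.29 in succinate.

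**Figure D5:**
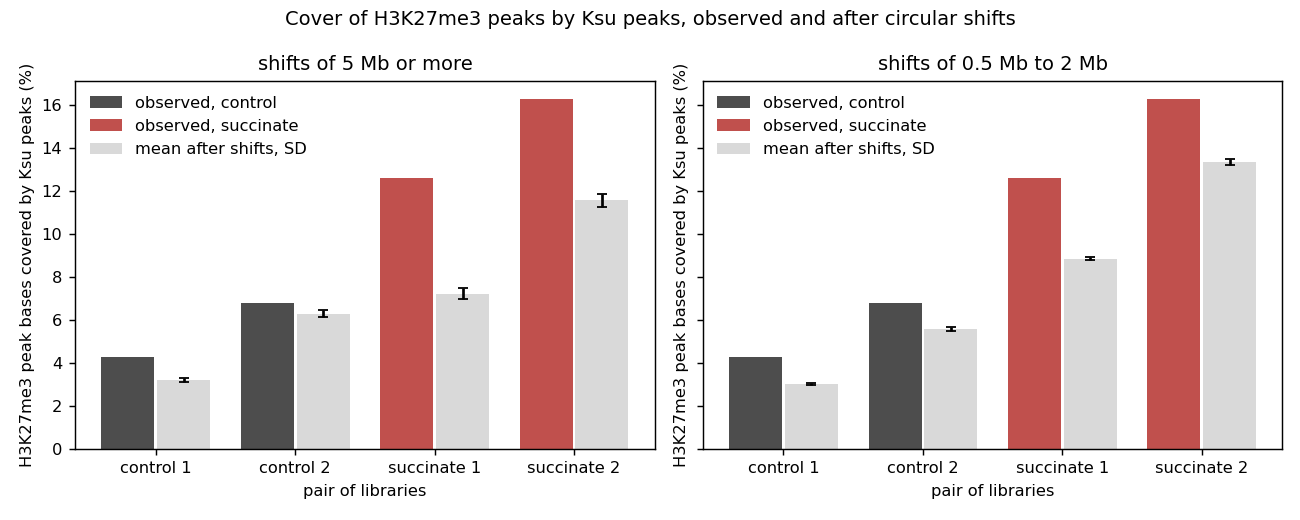
Share of H3K27me3 peak bases under Ksu peaks (%) for each pair of libraries with the same treatment and replicate number, beside the mean after 100 circular shifts with its SD, for long shifts and for short shifts. In succinate replicate 1 the observed 12.6% stood against 7.21% after long shifts and 8.84% after short ones.

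Among the HOX genes, 33 of 39 gene bodies were overlapped by H3K27me3 peaks in each of the 4 libraries. H3K27me3 peaks covered 78.1% and 76.2% of HOX gene bases in control and 74.9% and 78.0% in succinate. None of the 10 housekeeping genes and none of the 12 liver genes was overlapped by an H3K27me3 peak in any library. Ksu peaks covered 1.87% and 5.26% of HOX gene bases in control and 9.12% and 15.7% in succinate. They covered 0.180% and 2.14% of housekeeping gene bases in control and 4.03% and 4.66% in succinate. For the liver genes the Ksu shares were 1.33% and 3.36% in control and 5.90% and 9.68% in succinate. These shares were not corrected for the covered length of each library.

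The longest H3K27me3 region present only in succinate lay on chromosome 1 from 17548680 to 17577120 and overlapped ARHGEF10L, with 13774 bp covered in succinate replicate 1 and 28272 bp in replicate 2. The next lay on chromosome 9 from 130513462 to 130541572 and on chromosome 1 from 17474028 to 17497767, and overlapped no protein-coding gene. Only the last of these was present in both succinate libraries at equal numbers. The longest present only in control lay on chromosome 11 from 112761646 to 112788921, on chromosome X from 68906325 to 68933171 and on chromosome 8 from 43541147 to 43567139, and overlapped no protein-coding gene. Only the region on chromosome 11 was present in both control libraries at equal numbers.

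For Ksu, the longest regions present only in succinate lay on chromosome 17 from 49200182 to 49205448, on chromosome 10 from 91591712 to 91596101 and on chromosome 20 from 58464986 to 58469068. The last overlapped APCDD1L and the others no protein-coding gene. The regions on chromosomes 17 and 20 were present in both succinate libraries at equal numbers. The longest present only in control lay on chromosome 5 from 153614010 to 153617786 in GRIA1, on chromosome 20 from 15280647 to 15284378 in MACROD2 and on chromosome 13 from 85455370 to 85459068 outside protein-coding genes. Control replicate 1 covered 3777 bp of the region in GRIA1 and 3732 bp of that in MACROD2, and control replicate 2 only 350 and 258 bp. On chromosome 13 the control libraries covered 1302 and 2802 bp. At equal numbers only the region on chromosome 13 was present in both control libraries. No single region was tested between treatments, which had 2 libraries each.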

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

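The comparison of medians given here was run after the test on means had been fixed, and the test on means was written before its result was seen.

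Peaks on sequences outside the 24 chromosomes entered the comparisons only in the alternative that used all sequences, and their number was above the 3 that a count of 0 allows. There were 33 such H3K27me3 peaks over the 4 libraries and 1786 such Ksu peaks. No antibody background was used here, so these counts were not set against IgG. By library they numbered 16 and 5 in control and 8 and 4 in succinate for H3K27me3, and 121 and 531 in control and 336 and 798 in succinate for Ksu. They made up 0.072% to 0.086% of the H3K27me3 peaks and 0.114% to 0.158% of the Ksu peaks in a library. A candidate explanation is sequence that the assembly holds in fewer copies than the genome does, which would raise the signal per base there. The mean signal per base was above that of the chromosomes in 5 of the 8 libraries, with ratios from 0.869 to 1.49, and the median was above it in 6. A higher signal in every library was needed, and this was not met. For Ksu the mean ratios were 1.17 and 0.935 in control and 1.09 and 0.869 in succinate. The values do not decide, since the Ksu libraries of the replicate numbers disagreed and 4 to 16 peaks per H3K27me3 library are few. Reads placed by chance among similar sequences were not tested, and no biological explanation was tested. As a share of all Ksu peaks they were 0.158% and 0.139% in control and 0.114% and 0.127% in succinate, lower in both succinate libraries, and this difference was not tested.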

How the results depend on the processing

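A common floor, short shifts, removal of empty windows, the gene body results and the fits of the antibody difference that left out a replicate or used a common floor were chosen after seeing the data; the other alternatives were planned. Over 20 results, 191 alternative values were computed: 120 kept their direction and stayed within the spread between replicates (or within 1.5 times for counts), 58 moved beyond it and 13 changed direction. Of the 120, 18 could not move: 10 used the replicate number as a block, which leaves the difference equal, and 8 used a width minimum that removed no H3K27me3 peak. That leaves 102, which still include fits that left out a replicate. With 2 libraries per treatment, such a fit shifts a log2 difference by no more than the pooled SD. For log2 differences these fits could therefore change direction but not move beyond the spread. Of the 119 alternatives that left out no library, 77 kept their direction and stayed within these limits, and the 77 include the 18. The exact permutation tests used between treatments and antibodies could not give a p under 0.05, so these statements concern values and not calls. Merging within 1 kb and using all sequences moved none of the results they were run on. After merging, however, the treatments overlapped in Ksu covered length (exact permutation p = 0.667). The 6 planned results on promoters, with their alternatives, were not run because the gene table has no strand.

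At a common floor the log2 difference of H3K27me3 became 0.52 for the number of peaks, 0.51 for covered length, -0.12 for median width and -0.088 for gene bodies, and the overlap within minus between treatments became 0.089. The Ksu gene body difference became 0.38 and the Ksu cover of H3K27me3 peaks 1.28. Regions present only in succinate became 862 (H3K27me3) and 2186 (Ksu), those only in control 9 and 331. Gene bodies only in succinate became 446 (H3K27me3) and 785 (Ksu), those only in control 9 for both antibodies. The floor was not corrected for read depth, so the H3K27me3 counts and covered length do not tell treatment from depth.

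At equal numbers of peaks the H3K27me3 overlap within minus between treatments became 0.048, the Ksu covered length 0.025, the Ksu median width 0.029, the Ksu gene body difference 0.30, the Ksu cover 0.86 and the difference between antibodies -0.23. Regions only in succinate became 438 (H3K27me3) and 5169 (Ksu). Gene bodies became 240 only in succinate and 52 only in control for H3K27me3, and 1131 only in succinate and 185 only in control for Ksu. The fall of the Ksu covered length follows from the setting, which removes the difference in peak number.

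With the 50% of peaks of highest total signal, the Ksu gene body difference was 0.29. Regions only in succinate numbered 6 (H3K27me3) and 22946 (Ksu), those only in control 39 and 3416, and H3K27me3 gene bodies only in control 19. With peaks of at least 500 bp there were 26748 Ksu regions only in succinate and 39 Ksu gene bodies only in control. With presence at 50% cover, regions only in succinate numbered 175 (H3K27me3) and 34573 (Ksu) and those only in control 155 and 4029, while gene bodies only in succinate numbered 93 (H3K27me3) and 17 (Ksu), and Ksu gene bodies only in control 2. Against shifts of 0.5 Mb to 2 Mb the Ksu cover difference was 0.0072, and with empty windows removed it was 0.36. Beyond what these settings remove by construction, the cause was not tested.

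Across the 4 fits that each left out a replicate, the H3K27me3 log2 difference ranged from -1.36 (without control replicate 2) to 0.35 (without control replicate 1) for number, from -0.36 to 0.41 for covered length, from -0.025 to 1.07 for width and from -0.080 to 0.064 for gene bodies. The Ksu width ranged from -0.90 to 0.23. Each of these extremes came from leaving out control replicate 1 or control replicate 2. Regions only in succinate ranged from 19 to 937 (H3K27me3) and from 61167 to 474194 (Ksu), those only in control from 106 to 7321 and from 9580 to 218016. Gene bodies only in succinate ranged from 71 to 459 and from 1775 to 7207, those only in control from 41 to 1015 and from 46 to 411. The highest counts came without control replicate 1 or control replicate 2, except the 474194 Ksu regions, found without succinate replicate 1. With 3 libraries fewer conditions must be met, which raises such counts by construction. The Ksu covered length, at 0.43 to 1.63, the Ksu gene body difference, at 0.22 to 0.27, and the Ksu cover, at 0.23 to 0.54, kept their direction. They could not do otherwise, since the treatments did not overlap in these results.

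The replicate numbers are shared between treatments, but the labels name no shared batch and there are only 2 pairs. Same-numbered libraries deviated together over 1-Mb windows (r = 0.33 for H3K27me3 and 0.66 for Ksu, across windows, which are not replicates). With the replicate number as a block the differences equal those without it, for example 1.03 for the Ksu covered length and 0.38 for the Ksu cover, and the exact sign-flip test of the pairs cannot give a p under 0.5. The block changed no call. Read depth is unknown, which limits every count of regions found in some libraries and not in others.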

Other observations

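Of the tests here, those on the lower-ranked peaks of control replicate 1, on single chromosomes and on chromosome copies in control replicate 1 were written before their results were seen. For H3K27me3 covered length, H3K27me3 regions and the Ksu cover, equal numbers of peaks were also chosen before the data were examined. All other tests, including those of lower-ranked peaks and of chromosome copies in the other libraries, were chosen after.

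Peak numbers differed up to 3.46-fold between H3K27me3 libraries and up to 8.21-fold between Ksu libraries. A candidate explanation is that the lowest total signal a peak needed differed between libraries. In 12 of the 12 pairs of libraries of the same antibody, the library with the lower floor in steps had more peaks. At a common floor the range narrowed to 1.57-fold for H3K27me3 but widened to 30.4-fold for Ksu, where the libraries kept 76702 and 2526 peaks in control and 42885 and 35927 in succinate. The widening rests on control replicate 2: without it the Ksu range was 8.21-fold with all peaks and 2.13-fold at a common floor. Different floors stay open as a cause for both antibodies. If a step is a single fragment, which was not tested, the floors would be thresholds in fragments times bases. Of the 7110 peaks of control replicate 1 in H3K27me3 regions found in no other library, 89.6% ranked below the median of its own list by total signal. The same share was 99.4% for the 328 such peaks of succinate replicate 1 and 100% for the 11 of succinate replicate 2, which had the highest floor. H3K27me3 peaks that no other library called were thus weak in their own list whatever the floor, and the share does not bear on whether a lower floor is the cause. For Ksu the tendency was slight, with shares of 55.6% and 54.2% in control and 53.9% and 54.2% in succinate. A biological difference between the replicates was not tested.

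The larger Ksu covered length in both succinate libraries cannot be told apart from differences in floor and depth. At a common floor the smallest succinate value minus the largest control value was -42.4 Mb, with 80.4 and 3.34 Mb in control and 42.8 and 38.0 Mb in succinate, so the treatments no longer separated. That value rests on control replicate 1, whose own floor is the common floor. The log2 difference at a common floor was 1.30, above the 1.03 of all peaks, with a pooled SD of 2.30. The floor was lower in succinate within each replicate number (4247 against 8977 steps, and 49.0 against 76.0), while the larger difference in floors lay between the replicate numbers. An effect of succinate stays open.

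At equal numbers of peaks H3K27me3 covered more of the genome in both succinate libraries, by 0.25 on the log2 scale, and 438 regions were present only in succinate against 145 only in control. Deeper succinate libraries may explain this. In the 3510 regions shared by all 4 libraries, the signal was 27.8 and 30.9 steps per base in control and 42.0 and 54.7 in succinate, a log2 difference of 0.71. Read depth itself was not measured, and more H3K27me3 after succinate would raise the same value. Depth and treatment can thus not be told apart, either here or at a common floor.

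Ksu peaks lay more in gene bodies in both succinate libraries. A larger number of peaks in succinate is argued against as the cause, since the difference was 0.30 at equal numbers, beyond the pooled SD of 0.07. A single chromosome is argued against too: the difference was at least 0.24 when each chromosome was left out in turn, and was lowest without chromosome 4. Against shifts of 50 kb to 200 kb, 0.017 remained, slightly beyond the pooled SD of 0.013, so regional density was not shown to be the whole cause, and with 2 libraries per treatment so small a remainder may be chance. These shifts left 38.8% to 51.5% of the peaks in gene bodies within the same gene body, which lowers what the test can show. A simulated preference for gene bodies alone, made from the control peaks at the size observed, gave 0.12 and 0.12 against such shifts. The observed 0.017 was smaller, which argues against such a preference as the whole cause. The log2 ratios against these short shifts were -0.040 and -0.0289 in control and -0.0294 and -0.0060 in succinate, so the treatments overlapped. Whether the regional change comes from succinate or from open chromatin and background cutting was not tested.

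The larger Ksu cover of H3K27me3 peaks in succinate showed the same behaviour. It is not explained by more peaks, since the difference at equal numbers was 0.86 against a pooled SD of 0.36. Against shifts of 0.5 Mb to 2 Mb it was 0.0072, within the pooled SD of 0.15. The Ksu signal may thus have shifted towards the parts of the genome that hold H3K27me3 peaks. How much of a change at the peaks themselves these shifts could detect was not checked, so such a change stays open. Over 1-Mb windows the Ksu profiles had a Pearson r of 0.83 and 0.91 within treatments and 0.58 to 0.75 between treatments, across 2906 windows, which are not independent replicates. The Jaccard index at the scale of peaks showed no such grouping. A technical difference that affected both succinate libraries alike stays open, as does succinate itself.

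Peaks per Mb differed between chromosomes. In control replicate 1 chromosome 2 held 3.39 times as many Ksu peaks per Mb as chromosome 1, and in the other libraries 1.27 to 1.76 times. Copies of the chromosome in the cell line may contribute, which would raise both marks. Given gene density, the partial rank correlation of H3K27me3 and Ksu peaks per Mb over the 24 chromosomes was 0.61 in control replicate 1 (permutation p = 0.0014). In the other pairs of libraries it was 0.58, 0.48 and 0.53, and with ranks summed over the 4 libraries 0.52 (permutation p = 0.0076). Over the 22 autosomes it was 0.53 in control replicate 1 (permutation p = 0.0103) and 0.37 in succinate replicate 1 (permutation p = 0.086). Chromosomes are not independent samples of the treatment, copy numbers were not measured, and mappability or GC content, which would act on both marks alike, could not be tested without a genome.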
